A study of Arabidopsis thaliana with 11 samples. Its data were reported in "Dynamics of chromatin accessibility and gene regulation by MADS-domain transcription factors in flower development" (2014).

How the data were processed

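Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map binding of the MADS-domain transcription factors APETALA1 (AP1) and SEPALLATA3 (SEP3) in Arabidopsis thaliana inflorescences. The plants were ap1 cauliflower double mutants that carry AP1 fused to the hormone-binding domain of the rat glucocorticoid receptor (AP1-GR) under the AP1 promoter. In this line floral meristems start to form together once dexamethasone moves the fusion protein into the nucleus. Tissue was taken 2, 4 and 8 days after induction, which correspond to meristem specification, organ specification and organ differentiation. AP1-GR was precipitated with an antibody against the receptor domain and SEP3 with an antibody against a SEP3 peptide. Pre-immune serum served as mock control at each day. Groups were taken from the sample titles. Both SEP3 day 2 samples are titled as day 2, and their deposited peak list is named for day 2, but their tissue label reads 4 days. They were kept as day 2, and each value of the SEP3 day 2 list carries this doubt. The series description gives 1 replicate for day 2, while the titles list 2.

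Per the labels and the methods of the study, the authors mapped reads with Bowtie, kept reads with a single nuclear location, combined the replicates of each factor and day, and called peaks with MACS2 against the mock control of pre-immune serum. The files hold 1 peak list per factor and day, 6 lists in all, with the start, end and summit of each peak. The fold enrichment of a peak is a linear ratio of signal at the summit over the control background, as the authors' peak caller wrote it. Its significance was deposited as −log10 of the p and of the q value. Both are the authors' values for a single peak, and they were used to describe, rank or filter peaks within a list. An exception is 1 test that set AP1 and SEP3 peaks of day 4 side by side by −log10 q across both lists, and it is read with that limit. Lists filtered at the same −log10 q were also compared with each other. Such a filter can keep unlike parts of the lists. Because lists were called separately, a fold enrichment or −log10 q of one list is not on the scale of another. The smallest −log10 q lay between 2.99 and 3.29 in the 6 lists, so each list had been limited to peaks past about the same significance. Read numbers per library were not analysed here, so no value below is set against sequencing depth. A deeper library or a cleaner precipitation yields a longer list at the same threshold, and a peak missing from a list is not proof that the site was unbound. No signal tracks or reads of the mock samples were analysed here, so the control enters only through the peak calling. The lists pool replicates, so no spread between replicates can be given. Confidence intervals are Wilson 95% intervals over peaks or genes and cover counting error only. Peaks are not biological replicates, and each p describes the lists, not a population of plants.

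The day 4 and day 8 AP1 files ended with 230 and 111 blank lines, which were dropped. In all 6 lists no summit was repeated, no peak overlapped another and each summit lay inside its peak. Positions were checked against the TAIR10 assembly and its annotation before sequence was read. No peak reached past a chromosome end. Of 28685 pairs of a peak and a gene that the authors listed, 613 name a locus absent from the annotation used here. Of the other pairs, 99.8% had the summit within 3000 bp upstream to 1000 bp downstream of the gene, the window of the study. All coordinates below are TAIR10 positions counted from 1.

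Overlap was counted with a minimum of 1 bp. The share of peaks in one list that overlapped a peak of another was compared with 1000 random placements of the query peaks, each keeping its width and chromosome. These permutation tests were one-sided, and 0.001 was the smallest p they could give. Retention of peaks from day 4 to day 8 was compared between the factors with a two-sided Fisher's exact test. The same test compared the highest and the lowest 5th of each list by fold enrichment. Potential direct target genes were the genes with a summit from 3000 bp upstream of the start to 1000 bp downstream of the end, among 37899 annotated nuclear genes. This number exceeds that of the protein-coding genes, 27444, because noncoding loci were kept. Each summit was assigned to 1 class in the order coding exon, 5′ UTR, 3′ UTR, noncoding exon, intron, promoter (up to 1000 bp upstream of a start) and other intergenic sequence. A CArG box, the element bound by MADS-domain proteins, was called where CC, 6 bases of A or T, and GG occurred within 50 bp of the summit. A GA-rich motif was called where 8 alternating bases of G and A occurred on either strand in the same window. Each summit window was paired with a window of equal width centred 500 bp away on a randomly drawn side, and the pairs were compared with an exact two-sided McNemar test. Spearman's rho of fold enrichment across overlapping peaks was tested with 100000 permutations. The 9 GROWTH-REGULATING FACTOR (GRF) genes were chosen by locus, because the same symbols also name 14-3-3 genes, and compared with all annotated genes and with 10000 random sets of 9 genes of similar length. P values were adjusted within each family of tests by the Benjamini-Hochberg (BH) procedure.

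The genes named in the text are 28 genes listed before the data were examined, which except LFY and AP1 itself the text of the study names as examples of binding or accessibility, together with genes whose windows hold the 3 peaks of highest fold enrichment of each list. Any other gene was chosen after its values were seen, and this is said where it occurs. The tests, the gene rule and most alternatives were fixed before the data were examined. The comparisons of motif shares between days, of GA-rich shares between the factors, of CArG boxes by rank, the longer boxes and the distances to the summit were added afterwards. The alternatives were reciprocal overlap of at least 50%, summits within 150 bp, −log10 q of at least 5 or 10, lists of equal length (498 peaks), a random placement that keeps the offset to a gene, other gene windows and gene sets, other rank limits, and other definitions of motifs and flanks.

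The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The code was tested on simulated data first. In 20 runs with 1000 peaks and 40% planted overlap, a mean of 40.4% was found and the test called all 20. It called 0 of 20 runs without planted overlap. All 270 planted motifs among 900 windows were found, and 2 of the other windows also held one by chance. For 600 pairs with a planted rho of 0.5 the estimate was 0.516. All 100 planted gene windows were hit.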

Results

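The data comprise 6 lists of binding sites (BSs), for AP1 and for SEP3 at 2, 4 and 8 days after induction of floral meristems, each called by the authors on combined replicates against a mock precipitation. AP1 had 498 BSs at day 2, 956 at day 4 and 1075 at day 8. SEP3 had 1776, 6843 and 7815 BSs at the same days. The SEP3 lists were 3.57, 7.16 and 7.27 times as long as the AP1 lists of days 2, 4 and 8. At a −log10 q of at least 10 these ratios rose to 4.05, 9.11 and 12.2. AP1 peaks covered 0.0908%, 0.248% and 0.278% of the 5 nuclear chromosomes at days 2, 4 and 8, and SEP3 peaks covered 0.311%, 2.37% and 2.86%. The median peak width was 178 bp for AP1 and 144 bp for SEP3 at day 2, against 241 to 360 bp in the 4 later lists. The narrowest day 2 peaks, of 64 and 54 bp, were under the smallest width found at days 4 and 8, which ranged from 118 to 189 bp. Peak boundaries of day 2 therefore differ from those of the later days, and overlaps of the day 2 lists are also given for summits within 150 bp. The lists carry no replicate spread, and the sequencing depth behind them was not analysed here. The SEP3 day 2 samples carry a tissue label of 4 days, so each SEP3 day 2 value rests on their titles.

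To determine how far binding is shared between stages, the BSs of each list were overlapped with the other days of the same factor. At day 2, 416 of 498 AP1 BSs (83.5%, 95% interval 80.0 to 86.5%) overlapped a day 4 BS, and 61.2% overlapped a day 8 BS. At day 4, 632 of 956 AP1 BSs (66.1%, 63.0 to 69.0%) overlapped a day 8 BS, and 41.0% overlapped a day 2 BS. Of the AP1 BSs of day 8, 58.7% (55.7 to 61.6%) were found at day 4 and 26.3% at day 2. For SEP3, 1611 of 1776 day 2 BSs (90.7%, 89.3 to 92.0%) overlapped a day 4 BS and 86.9% overlapped a day 8 BS. At day 4, 5940 of 6843 SEP3 BSs (86.8%, 86.0 to 87.6%) overlapped a day 8 BS, and 20.7% overlapped a day 2 BS. Of the SEP3 BSs of day 8, 74.8% (73.8 to 75.7%) were found at day 4 and 17.4% at day 2. With summits within 150 bp, 75.3% of AP1 BSs of day 2 were found at day 4 and 259 of 498 at day 8, and 78.9% and 73.6% of SEP3 BSs of day 2. Random placement gave between 0.209% and 0.557% overlap for AP1 and between 0.868% and 5.39% for SEP3. The observed overlap was 15.9 to 198 times the random one in the 12 ordered pairs, with a one-sided permutation p of 0.001 in each (BH-adjusted p 0.001 over 18 comparisons), the smallest the placements could give. Requiring a reciprocal overlap of 50% gave the largest shift, from 90.7% to 18.0% for SEP3 day 2 in day 4. It moved the shares to a range of 4.33 to 79.0%, and the overlap remained above random placement in each pair.

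BSs present at all 3 days made up 55.4% of the AP1 day 2 list, 28.0% of the day 4 list and 24.7% of the day 8 list. In the SEP3 lists of days 2, 4 and 8 they made up 86.4%, 19.8% and 17.3%. These shares followed list length. With 498 BSs per list they were 34.9%, 33.1% and 32.7% for AP1 and 43.0%, 41.2% and 41.2% for SEP3. BSs found at a single day were 10.6% (95% interval 8.23 to 13.7%) of the AP1 BSs of day 2, 20.9% (18.5 to 23.6%) of day 4 and 39.6% (36.7 to 42.6%) of day 8. For SEP3 these shares were 8.84% (7.61 to 10.3%), 12.3% (11.5 to 13.1%) and 25.1% (24.2 to 26.1%). With a reciprocal overlap of 50%, the SEP3 BSs of day 2 found at no other day rose to 77.6%, against 18.6% with summits within 150 bp. The AP1 share of day 2 was 19.3% by summits. BSs with −log10 q of at least 10 were also set against the full lists of the other days. Their single-day shares were lower, at 1.14%, 5.40% and 19.8% for AP1 and 4.80%, 5.25% and 17.1% for SEP3 at days 2, 4 and 8. With that limit in all lists they were 6.29%, 29.1% and 36.7% for AP1 and 6.07%, 9.44% and 30.6% for SEP3. With 498 BSs per list the single-day shares did not rise steadily with day. They were 28.1%, 13.9% and 34.1% for AP1 and 34.7%, 17.7% and 28.7% for SEP3. The 20 AP1 BSs of day 8 that lie in the mitochondrial DNA insertion of chromosome 2 (described with the SEP3 overlap) were all among those found at day 8 only. Without them the share was 38.5%.

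The fraction of day 4 BSs that was still found at day 8 was 20.7 percentage points higher for SEP3 than for AP1 (odds ratio 3.37, two-sided Fisher's exact p = 8.92e-51, 956 AP1 and 6843 SEP3 peaks). The difference varied with the setting. It was 29.6 points with −log10 q of at least 10 in both lists (60.7% against 90.3%, two-sided Fisher's exact p = 2.52e-63), 12.5 points with that limit on the day 4 lists alone (81.4% against 93.9%, two-sided Fisher's exact p = 2.99e-20) and 24.5 points with a reciprocal overlap of 50%. It was smaller with shorter lists. When the 498 BSs of highest fold enrichment were taken from each list, 60.2% of AP1 BSs and 66.1% of SEP3 BSs were retained, a difference of 5.82 points that did not pass 0.05 (two-sided Fisher's exact p = 0.0658). With SEP3 lists reduced to the lengths of the AP1 lists, an alternative chosen after the data were seen, the difference was 10.5 points (two-sided Fisher's exact p = 5.25e-07).

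Overlap depended on the rank of a BS by fold enrichment. Of the highest 5th of AP1 BSs of day 4, 94.8% were found at day 8, against 43.5% of the lowest 5th (odds ratio 23.6, two-sided Fisher's exact p = 6.41e-30, BH-adjusted p = 1.03e-29 over 8 comparisons). For SEP3 the shares were 99.9% and 66.5% (odds ratio 688, two-sided Fisher's exact p = 6.12e-156, BH-adjusted p = 1.63e-155). The highest 5th overlapped more often in all 8 comparisons of consecutive days, by 14.4 points (SEP3 day 2 in day 4) to 66.8 points (SEP3 day 4 in day 2). The largest adjusted p among them was 5.59e-08 (Fisher's exact test), for AP1 day 2 in day 4. Comparing the highest and lowest 3rd gave the largest shift of a difference, from 66.8 to 47.8 points for SEP3 day 4 in day 2, and no alternative changed a direction or a call.

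**Figure D1:**
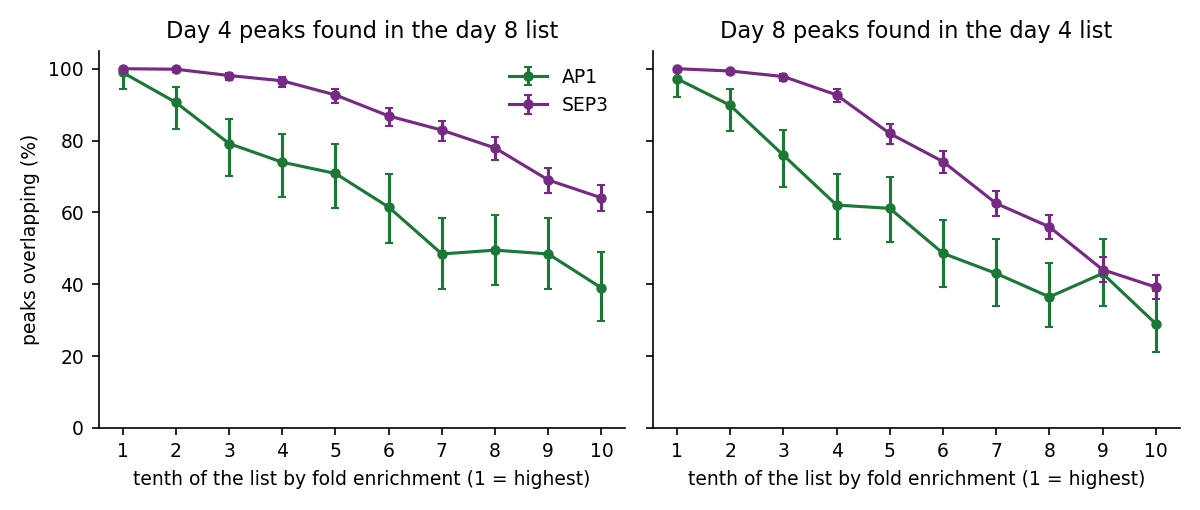
Share of BSs (percent, vertical axis) found at the other day, by 10% bin of the list ranked by fold enrichment (horizontal axis, 1 is the highest), with Wilson 95% intervals over peaks as bars; green, AP1, and purple, SEP3. From day 8 to day 4, the AP1 share fell from 97.2% in the highest bin to 29.0% in the lowest, and the SEP3 share from 100% to 39.2%.

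To compare the factors at the same stage, AP1 BSs were overlapped with SEP3 BSs of the same day. At day 2, 85.1% (95% interval 81.7 to 88.0%) of AP1 BSs overlapped a SEP3 BS by at least 1 bp. At day 4, 954 of 956 overlapped one (99.8%, 99.2 to 99.9%), and at day 8, 1035 of 1075 (96.3%). With summits within 150 bp the shares were 78.1%, 91.8% and 78.0% at days 2, 4 and 8. With a reciprocal overlap of 50% they were 53.0%, 39.9% and 27.6%. Conversely, 414 of 1776 SEP3 BSs (23.3%) overlapped an AP1 BS at day 2, 905 of 6843 (13.2%) at day 4 and 941 of 7815 at day 8. The overlap was 18.5 to 140 times that of random placement in the 6 comparisons, with a one-sided permutation p of 0.001 in each (BH-adjusted p 0.001 over 18 comparisons), the smallest possible. With lists of equal length, the shares lay between 47.2% and 56.2%, again above random placement at each day. Among the 40 AP1 BSs of day 8 outside the SEP3 list, 20 lay on chromosome 2 between positions 3313236 and 3500985, in nuclear sequence that matches the mitochondrial genome along the whole of each peak. None of these 20 overlapped a SEP3 BS of day 8, against 98.1% of the other 1055.

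Fold enrichment of BSs shared between lists was compared by rank across overlapping peaks, which are not independent replicates. Between consecutive days Spearman's rho was 0.450 (AP1 days 2 and 4, 416 pairs), 0.437 (AP1 days 4 and 8, 632 pairs), 0.480 (SEP3 days 2 and 4, 1611 pairs) and 0.727 (SEP3 days 4 and 8, 5940 pairs). Between AP1 and SEP3 it was 0.343 at day 2, 0.559 at day 4 and 0.497 at day 8. The two-sided permutation p was 1e-05 in each of the 7 relations (BH-adjusted p 1e-05), the smallest that 100000 permutations give. Across the alternatives rho remained positive, and the largest shift was at day 2 between the factors, where it was 0.283 by −log10 q and 0.404 with summits within 150 bp. Summits of paired BSs lay close together, with a median distance of 17 bp for SEP3 days 4 and 8 and of 46 bp for AP1 and SEP3 at day 8, the lowest and the highest of the 7 medians.

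Potential direct target genes were defined by a summit from 3000 bp upstream to 1000 bp downstream of the gene. AP1 had 674, 1279 and 1428 such genes at days 2, 4 and 8, and SEP3 had 2457, 8866 and 9760. Of the AP1 target genes of day 4, 66.9% (95% interval 64.3 to 69.5%) were also found at day 8, and of the SEP3 target genes, 89.9% (89.2 to 90.5%). At day 2, 82.2% of AP1 and 93.1% of SEP3 target genes were also found at day 4. Target genes found at no other day were 10.7%, 20.6% and 36.7% of the AP1 genes at days 2, 4 and 8, and 6.47%, 9.09% and 18.3% of the SEP3 genes. AP1 target genes were also SEP3 target genes of the same day in 87.4%, 99.0% and 93.2% of cases. The odds ratios of these overlaps over all annotated genes lay between 32.3 (SEP3 days 2 and 8) and 372 (AP1 and SEP3 at day 4), in one-sided Fisher's exact tests. Among the alternatives, −log10 q of at least 10 gave the lowest counts at day 2, with 250 AP1 and 1112 SEP3 target genes. A window from 1000 bp upstream to the gene end gave the lowest at days 4 and 8, with 584 and 652 AP1 genes and 4879 and 5396 SEP3 genes, and left 63.0% of AP1 and 87.1% of SEP3 target genes of day 4 present at day 8.

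Summits lay mostly outside transcribed sequence. Promoters, up to 1000 bp upstream of a gene start, held between 26.6% (SEP3 day 2) and 33.4% (SEP3 day 4) of summits, against 17.4 to 17.5% of random positions. A promoter of 3000 bp raised the promoter shares most, to between 44.8% (SEP3 day 2) and 58.8% (AP1 day 4), again above random placement. Other intergenic sequence held between 29.7% (SEP3 day 4) and 42.3% (AP1 day 4). The 5′ UTR held 15.3% of SEP3 summits at day 4 and 14.2% at day 8, and 5.67 to 9.44% of AP1 summits, against 4.88 to 4.91% at random. For AP1 at day 8 the 5′ UTR share of 5.67% did not differ from random placement (one-sided permutation p = 0.14, BH-adjusted p = 0.14 over 42 comparisons). Coding exons held 28.2 to 28.4% of random positions. They held 7.03%, 0.941% and 5.67% of AP1 summits at days 2, 4 and 8, and 12.9%, 4.11% and 3.57% of SEP3 summits, below random placement in each list (one-sided permutation p = 0.001, the smallest possible, BH-adjusted p = 0.00117). The SEP3 day 2 share of 12.9% (95% interval 11.4 to 14.5%) lay above the intervals of days 4 and 8 (3.66 to 4.60% and 3.18 to 4.00%). In the 3′ UTR, the AP1 day 8 share was above random placement at 7.35% (one-sided permutation p = 0.016, BH-adjusted p = 0.0182) and was 5.58% among peaks with −log10 q of at least 10, not distinguishable from random placement (one-sided permutation p = 0.5). With that limit the 5′ UTR share of AP1 at day 2 was 8.00% and no longer passed 0.05 (one-sided permutation p = 0.0659).

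Sequence at the summits was examined for the CArG box. Between 5.58% (AP1 day 8) and 7.09% (SEP3 day 2) of summits had a CArG box within 50 bp, against 0.394 to 1.00% of flanking windows. The enrichment was 7-fold for AP1 day 2 (35 of 498 summits, two-sided exact McNemar p = 1.38e-06, BH-adjusted p = 2.07e-06) and 9.81-fold for SEP3 day 4 (412 of 6843 summits, exact McNemar p = 2.17e-79, BH-adjusted p = 2.6e-78), where 12 motif tests formed the family. Across the 6 lists it ranged from 7-fold to 18-fold (SEP3 day 2), and it passed 0.05 in each list under each alternative. Few flanking windows held a box, so the fold values are imprecise and do not rank the lists. With flank sides drawn again, the same 498 AP1 day 2 summits gave 17.5-fold. Allowing 1 mismatch moved the shares most, to between 31.9% and 34.7% of summits. AP1 and SEP3 did not differ in their CArG shares at day 2 (difference −0.0665 points, two-sided Fisher's exact p = 1), day 4 (0.151 points, two-sided Fisher's exact p = 0.828) or day 8 (−0.228 points, two-sided Fisher's exact p = 0.834), with a BH-adjusted p of 1 over 6 comparisons in each case. With 498 peaks per list, however, SEP3 summits had a CArG box more often, at 13.7%, 13.1% and 14.1% against 7.03%, 7.23% and 7.83% for AP1 at days 2, 4 and 8. That comparison keeps only the BSs of highest fold enrichment of the longer SEP3 lists. In all 6 lists the highest 5th had a larger CArG share than the lowest 5th. For SEP3 at day 4 these were 10.2% and 2.78% (odds ratio 3.96, two-sided Fisher's exact p = 1.36e-15, BH-adjusted p = 8.16e-15 over 6 comparisons). The AP1 day 4 shares of 9.95% and 5.24% did not differ (two-sided Fisher's exact p = 0.121, BH-adjusted p = 0.121). In the full lists, no change of the CArG share between days passed 0.05 after adjustment. The smallest p was that of SEP3 day 8 against day 2, with a share lower by 1.29 points (difference −1.29, two-sided Fisher's exact p = 0.0469, BH-adjusted p = 0.132 over 12 comparisons). Among peaks with −log10 q of at least 10, however, the SEP3 share fell from 11.4% at day 2 to 7.07% at day 4 (two-sided Fisher's exact p = 0.000102) and 6.38% at day 8 (two-sided Fisher's exact p = 3.13e-06), unadjusted values. That limit kept 708 of 1776, 4893 of 6843 and 6321 of 7815 SEP3 peaks at days 2, 4 and 8, and CArG shares were larger at high rank. With 498 peaks per list no such fall was seen (13.7%, 13.1% and 14.1%). The fall can therefore not be told apart from an effect of the limit.

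The longer box with TT and AA placed 1 base outside the core accounted for 9.69 to 16.7% of the CArG boxes at summits, with overlapping 95% intervals in the 6 lists. Where a CArG box lay within 300 bp of a summit, the median distance between them was 24.5 bp (SEP3 day 2) to 45.5 bp (AP1 day 4).

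A GA-rich motif occurred at 8.84% (95% interval 6.65 to 11.7%) of AP1 summits at day 2, 5.86% (4.54 to 7.53%) at day 4 and 2.70% (1.88 to 3.85%) at day 8. Flanking windows had it in 2.61%, 2.62% and 2.23%. The motif was enriched at AP1 summits of day 2 (3.38-fold, exact McNemar p = 1.47e-05, BH-adjusted p = 1.96e-05) and day 4 (2.24-fold, exact McNemar p = 0.000752, BH-adjusted p = 0.00082), and was not distinguishable from flanks at day 8 (1.21-fold, exact McNemar p = 0.583, BH-adjusted p = 0.583). SEP3 summits had it in 5.24%, 5.71% and 4.99% at days 2, 4 and 8, each about 2 times its flanks (1.90-fold, 1.97-fold and 2.06-fold), with a largest BH-adjusted p of 0.00027 (exact McNemar test). The AP1 share fell by 6.14 points from day 2 to day 8 (two-sided Fisher's exact p = 4.29e-07, BH-adjusted p = 5.15e-06 over 12 comparisons). The SEP3 share changed by −0.246 points (two-sided Fisher's exact p = 0.674, BH-adjusted p = 0.674). At day 2 the share was higher in AP1 than in SEP3 summits by 3.60 points (two-sided Fisher's exact p = 0.00394, BH-adjusted p = 0.0118 over 6 comparisons), and at day 8 it differed by −2.29 points (two-sided Fisher's exact p = 0.000522, BH-adjusted p = 0.00313). The change from day 2 to day 8 differed between the factors (log2 ratio of the odds ratios −1.72, two-sided permutation p = 0.0002). For AP1, but not SEP3, base calling also differed in software version between these days. A window of 100 bp moved the shares most, to 15.9% at AP1 day 2 and 7.26% at AP1 day 8, and the latter then passed 0.05 against flanks (two-sided exact McNemar p = 0.0487). With lists of equal length the AP1 day 4 summits (5.42%) and the SEP3 summits of days 2 and 8 (4.22% and 3.82%) no longer differed from their flanks at 0.05, and the difference between the factors at day 8 was −1.20 points (two-sided Fisher's exact p = 0.369).

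**Figure D2:**
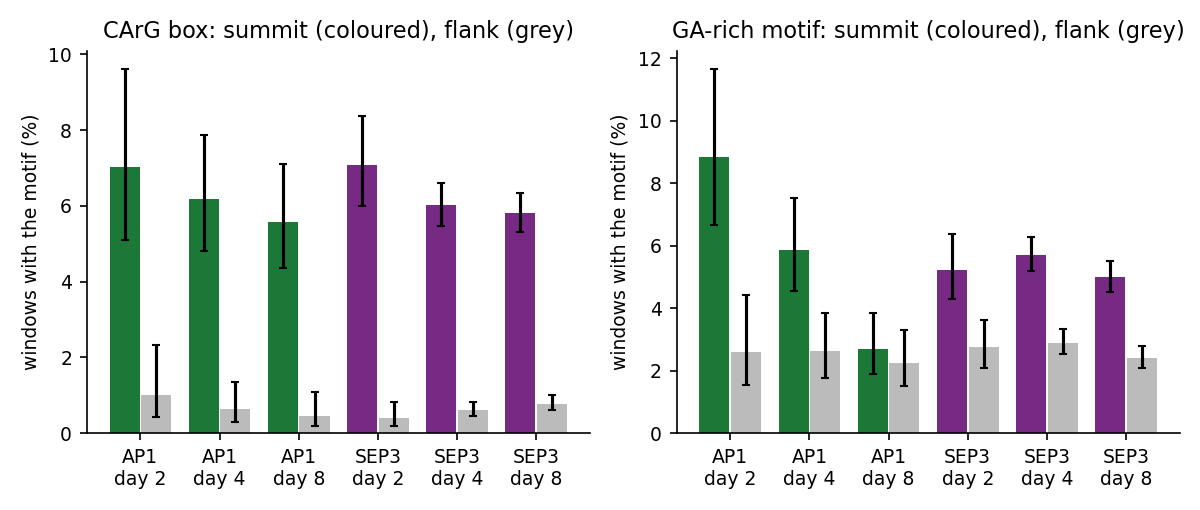
Share of windows (percent, vertical axis) with a CArG box (left) or a GA-rich motif (right) within 50 bp of the summit (green, AP1; purple, SEP3) and in flanking windows 500 bp away (grey), with Wilson 95% intervals over peaks. The CArG share lay between 5.58% and 7.09% at summits in the 6 lists, and the GA-rich share at AP1 summits declined from 8.84% at day 2 to 2.70% at day 8.

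The GRF genes encode transcription factors that regulate organ growth. The study followed this family after finding it over-represented among AP1 and SEP3 targets at each day in these same data. The p values of the family therefore describe the lists and are no independent support for that choice. SEP3 had a summit in the windows of 4, 9 and 9 of the 9 GRF genes at days 2, 4 and 8, and AP1 in those of 5, 4 and 3. Each count exceeded that of annotated genes (one-sided Fisher's exact p between 2.08e-07 for AP1 day 2 and 0.00378 for AP1 day 8, BH-adjusted p between 1.25e-06 and 0.00378 over 6 lists). Random sets of 9 genes of similar length held 0.179 to 2.62 target genes on average. Lists of equal length lowered the SEP3 counts most, to 2, 3 and 3 GRF genes, and the window from 1000 bp upstream to the gene end the AP1 counts, to 3 at each day. These counts still exceeded those of annotated genes in each list. The GRF genes in the AP1 lists were GRF2, GRF3, GRF4, GRF5 and GRF7 at day 2, without GRF4 at day 4 and without GRF4 and GRF7 at day 8. GRF5 (AT3G13960, chromosome 3, 4608076 to 4610497, plus strand) had the BS of highest fold enrichment in the AP1 day 4 list, with its summit at position 4606243 in intergenic sequence, at −1833 bp from the gene start (fold enrichment 9.19, −log10 q 43.99). The corresponding SEP3 peak of day 4 (4605728 to 4608775, summit 4606262, fold enrichment 12.27) also shared the highest value of its list. At day 8 the AP1 summit lay at position 4606889 and ranked 10th. None of the listed GRF5 summits had an exact CArG box within 50 bp. The GRF9 (AT2G45480) window held SEP3 peaks with the box CCAAAAATGG at chromosome 2, positions 18742562 to 18742571, at days 4 and 8, in the 3′ UTR of a neighbouring locus and with the day 4 summit at −2678 bp from the GRF9 start.

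**Figure D3:**
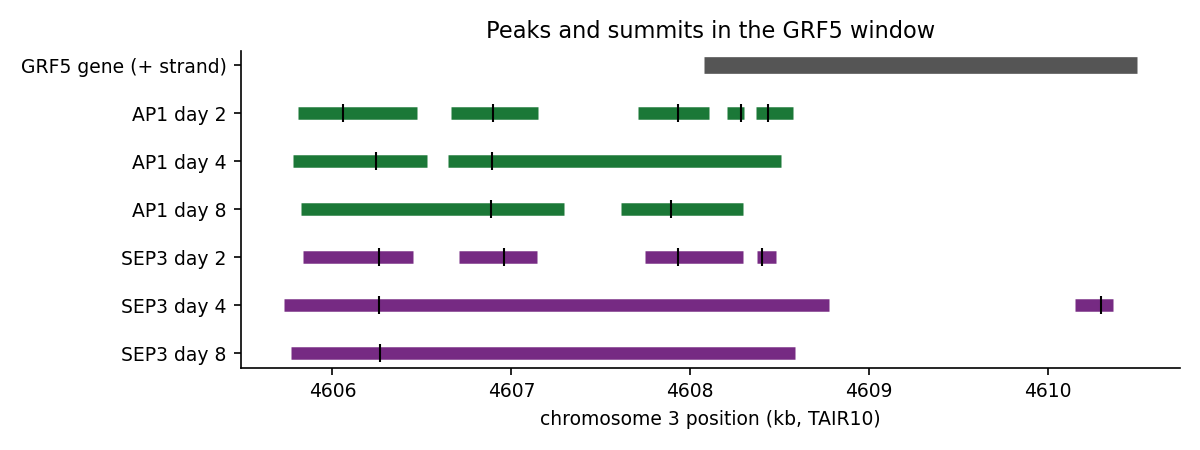
Peaks (bars, from start to end) and summits (black ticks) of the 6 lists in the GRF5 window, by position on chromosome 3 (kb, TAIR10); the gene is drawn in grey. The strongest peak of each list lay upstream of the gene start at 4608076 or reached across it, the day 2 lists had further peaks in the 5′ UTR, and the SEP3 day 4 list had a peak at the 3′ end (summit 4610294).

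Of 28 genes listed before the data were examined, which except LFY and AP1 itself the study names as examples, AP1 had a summit in the windows of 14, 17 and 16 at days 2, 4 and 8, and SEP3 in those of 19, 28 and 26. SHINE1 (SHN1, AT1G15360, chromosome 1, 5283268 to 5284736) had no AP1 or SEP3 peak at day 2. At day 4 its AP1 summit in the 5′ UTR at position 5283593 had fold enrichment 5.72 and rank 150 in the list, and at day 8 a summit at 5282432 in the promoter had rank 198 and that at 5283383 in the 5′ UTR rank 341. The strongest SEP3 peak of SHN1 had rank 1268 at day 4 and 149 at day 8. CRABS CLAW (CRC, AT1G69180, chromosome 1, 26007350 to 26009141, minus strand) had SEP3 summits at −2588, −2584 and −2582 bp from its start at days 2, 4 and 8, each within 50 bp of the CArG box CCAAAAAAGG at positions 26011716 to 26011725. They ranked 101st, 61st and 228th. AP1 had a weaker peak there at day 2 (rank 379) and none at days 4 and 8. In an intron of TGA9 (AT1G08320, chromosome 1) the AP1 peak ranked 593rd at day 4 and 896th at day 8, and the SEP3 peak 320th and 167th. AP1 had no peak in this window at day 2. SOC1 (AT2G45660, chromosome 2, 18807505 to 18811125, minus strand) had AP1 summits at positions 18811114, 18811157 and 18811168 next to its start at days 2, 4 and 8, at ranks 8, 4 and 5. The SEP3 summits there had ranks 57, 18 and 21. The peak of highest fold enrichment at day 2 was in the 5′ UTR of LSH1 (AT5G28490) for AP1 (chromosome 5, 10455250 to 10455793, fold enrichment 10.46) and in the promoter of AT5G21280 for SEP3 (chromosome 5, 7265695 to 7266186, fold enrichment 15.13). At day 8 that of AP1 was in a noncoding exon near LEJ2 (AT4G36910, chromosome 4, 17395429 to 17396156, fold enrichment 11.83). The next AP1 peak, near BRC1 (AT3G18550, chromosome 3, 6380106 to 6381331), had the CArG box CCAAAATAGG at 6380851 to 6380860. At day 8 the highest SEP3 fold enrichment of 8.92 was shared by a peak in an intron of TPPI (AT5G10100, chromosome 5, 3160853 to 3161586) and a peak in the promoter of CPL3 (AT4G01060, chromosome 4, 459272 to 460011) with the box CCAATTTAGG at 459666 to 459675.

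AP1 itself (AT1G69120, chromosome 1, 25982294 to 25986349, minus strand) had peaks in all 6 lists. Its peak with summit at 25988909, at −2560 bp from the start, had fold enrichment 7.21 and rank 16 in the AP1 day 8 list. The −log10 q of peaks at this gene was high for their fold enrichment. Relative to the median −log10 q of the 100 peaks of the same list nearest in fold enrichment, 18 of the 19 peaks lay above 1, and the median ratio was 2.26. The line carries AP1-GR under the AP1 promoter in addition to the resident gene.

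**Figure D4:**
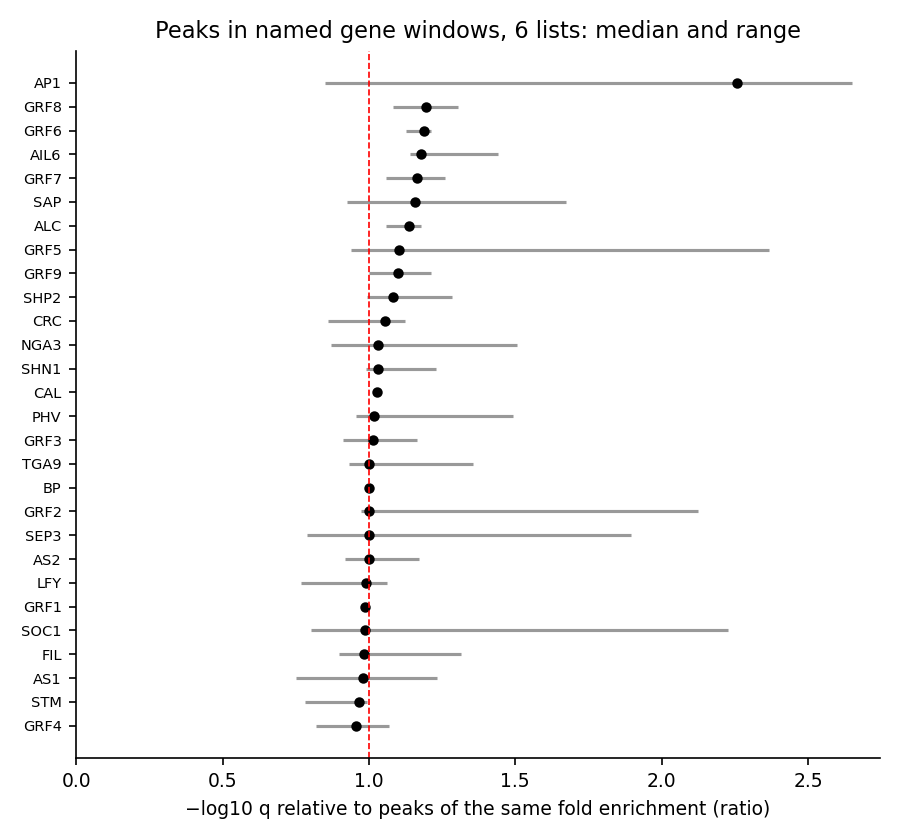
Ratio of the −log10 q of a peak to the median of the 100 peaks of the same list nearest in fold enrichment (horizontal axis, no unit) for the named genes (vertical axis); points are medians over all peaks in the gene's window in the 6 lists, grey lines the range and the red dashed line a ratio of 1. The AP1 median of 2.26 was the highest, and the next was 1.19 (GRF8).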

Values the study reported

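The study reported that 67% of the AP1 target genes and 90% of the SEP3 target genes of day 4 were also in the day 8 data. Of the putative AP1 target genes of day 4, 21% were reported at no other stage.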

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

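The test with SEP3 lists reduced to the AP1 lengths was chosen only after the result was seen, and so were the statistic for weak AP1 peaks of day 2 and the day 2 share to which shared sites are compared, both replaced after a first result.

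Retention of binding sites from day 4 to day 8 differed between the factors. SEP3 kept 86.8% and AP1 66.1%, a difference of 20.7 percentage points (two-sided Fisher's exact p = 8.92e-51). The strength of the day 4 peaks cannot be told apart from a true difference, because −log10 q of separately called lists is not on one scale. Over 10 strata of matched −log10 q the difference was 15.0 points, with SEP3 higher in 10 of 10 strata (two-sided permutation p = 0.0001, the smallest possible, BH-adjusted p = 0.00015 over 9 tests). Within the strata it ranged from 26.3 points to 0.184 points among the strongest peaks. The difference was 29.6 points with −log10 q of at least 10 in both lists, 12.5 points with that limit on the day 4 lists alone, 24.5 points with a reciprocal overlap of 50%, and smaller in shorter lists. With SEP3 lists reduced to the lengths of the AP1 lists it was 10.5 points (two-sided Fisher's exact p = 5.25e-07, BH-adjusted p = 1.57e-06), and with 498 peaks in each list, the alternative fixed before the data were examined, it was 5.82 points (60.2% against 66.1%, two-sided Fisher's exact p = 0.0658). List length and a true difference cannot be told apart here, because list length follows both depth and the number of bound sites and depth was not analysed here. Of the 324 AP1 sites of day 4 missing from the AP1 list of day 8, 318 (98.1%) lay in the SEP3 list of day 8. Loss of AP1 from sites that SEP3 still occupies, and lower sensitivity of the AP1 precipitation at day 8, both remain open and were not tested.

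The GA-rich share at summits changed from day 2 to day 8 in AP1 and not detectably in SEP3, with a log2 ratio of the odds ratios of −1.72 (two-sided permutation p = 0.0002). Among summits outside transcribed sequence the value was −1.67 (two-sided permutation p = 0.003, BH-adjusted p = 0.00386), so peaks in the mitochondrial insertion and in exons of the AP1 day 8 list do not account for it. The 2 days differed at sites they do not share. The motif was at 15.0% (95% interval 10.7 to 20.7%) of the 193 day 2 sites absent at day 8. It was at 2.27% (1.44 to 3.56%) of the 792 day 8 sites absent at day 2. These values argue against a change at shared sites alone as the source of the fall. A small change at shared sites is not excluded. AP1 sites of day 8 that overlap a day 2 site had the motif in 3.89% (95% interval 2.18 to 6.82%), against 2.27% of the 792 others, which include sites also called at day 4 (two-sided Fisher's exact p = 0.197, BH-adjusted p = 0.197). The day 2 sites that overlap a day 8 site had it in 4.92%, inside the interval around the 3.89%. Weak AP1 peaks of day 2 cannot be told apart from a real change. Day 2 peaks with −log10 q of at least 10 had the motif in 5.14% (2.73 to 9.48%), against 10.8% of the weaker ones. The 5.14% did not differ from the 2.70% of day 8 (two-sided Fisher's exact p = 0.094, BH-adjusted p = 0.106), and only 175 peaks enter it. The motif was found at 15.0% of the 193 AP1 day 2 sites absent at day 8, above the share in the 305 present at both days (two-sided Fisher's exact p = 0.000157). AP1 day 2 was base called with another software version than AP1 day 8, while both SEP3 days used the same version. This difference in processing was not tested and cannot be told apart from a real change. A change of AP1 binding partners between stages stays open and was not tested.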

How the results depend on the processing

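The test with SEP3 lists reduced to the AP1 lengths, and that without the mitochondrial insertion, were chosen only after the data were seen, the other alternatives before.

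No paired analysis was possible because each deposited list was called on combined replicates. For the same reason replicates were not left out in turn.

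Of 605 comparisons of a result with an alternative, 491 kept their direction, their side of the threshold or, for a value without a test, their interval. Another 82 values moved, 17 reversed, 8 became stronger and 7 weaker. All 72 comparisons of overlap between days, 37 of overlap between factors, 24 of rank dependence, 55 of shared target genes, 30 of CArG enrichment at summits, 21 of rank correlation and 18 of the GRF family kept direction and side. Shares of sites present at all days or at 1 day depended on the overlap rule, the −log10 q limit and the list length, and account for 57 of the values that moved.

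At −log10 q of at least 10 the AP1 lists held 175, 537 and 520 peaks at days 2, 4 and 8 and the SEP3 day 2 list 708. Fewer peaks pass by construction. Target genes then numbered 250, 752 and 755 for AP1 and 1112 for SEP3 day 2. Target genes at no other day became 28.5% for AP1 day 4 and 3.60%, 7.76% and 24.1% for SEP3 days 2, 4 and 8. At −log10 q of at least 5 the SEP3 day 2 share was 5.06%. The narrow window gave 320, 584 and 652 AP1 and 1219, 4879 and 5396 SEP3 target genes, fewer by construction, and 40.2% (AP1 day 8), 8.53%, 11.6% and 21.0% (SEP3 days 2, 4 and 8) at no other day. Protein-coding genes alone gave 3.18% for SEP3 day 2, and any base of the peak in the window 8.42% for SEP3 day 4. The cause was not tested.

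Retention with 498 peaks per list differed by 5.82 points between the factors and did not pass 0.05.

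For location, −log10 q of at least 10 gave an AP1 day 2 share in the 5′ UTR of 8.00%, no longer past 0.05. The 3′ UTR share was 3.54% for AP1 day 4 and 4.24% for SEP3 day 2, now past 0.05, and 5.58% for AP1 day 8, no longer distinguishable from the marginally higher random share (one-sided permutation p = 0.5). The cause was not tested.

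The CArG difference between AP1 and SEP3 is near 0, and its sign followed the setting. With 1 mismatch it was 0.908 points at day 2 and −1.35 at day 4. Within 100 bp it was 0.333, 2.23 and 0.898 points at days 2, 4 and 8, of which only day 4 passed 0.05 (two-sided Fisher's exact p = 0.0185). At −log10 q of at least 10 it was 1.32 points at day 8. With equal lists it was −6.63, −5.82 and −6.22 points, each past 0.05, since these keep only the strongest SEP3 peaks and CArG shares rise with rank. Changes of the CArG share between days also reversed. With 1 mismatch SEP3 changed by 1.90 points from day 2 to day 4 and by 0.929 points from day 2 to day 8. Within 100 bp AP1 changed by 0.683 points from day 2 to day 4, and at −log10 q of at least 10 by 0.244 points from day 4 to day 8. With equal lists AP1 changed by 0.201 points (day 2 to 4), 0.602 (day 4 to 8) and 0.803 (day 2 to 8), and SEP3 by 1.00 (day 4 to 8) and 0.402 (day 2 to 8). None of these 9 reversed changes passed 0.05. At −log10 q of at least 10 the SEP3 share changed by −4.37 points from day 2 to day 4, now past 0.05 (two-sided Fisher's exact p = 0.000102), and by −5.07 points from day 2 to day 8. That limit kept a smaller part of the day 2 list than of the later SEP3 lists, and no such fall was seen with equal lists. Apart from the equal lists, the cause was not tested.

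The GA-rich share at AP1 day 8 summits was 7.26% within 100 bp and then passed 0.05 against flanks (two-sided exact McNemar p = 0.0487). With equal lists it was 2.61%, marginally lower than in its flanks (two-sided exact McNemar p = 0.711). The shares of 5.42% (AP1 day 4), 4.22% (SEP3 day 2) and 3.82% (SEP3 day 8) with equal lists no longer passed 0.05. Fewer peaks enter these tests by construction. The AP1 change from day 2 to day 4 was −2.98 points (two-sided Fisher's exact p = 0.0379, BH-adjusted p = 0.132). It was −2.22 points with 12 alternating bases and at most 2 mismatches (two-sided Fisher's exact p = 0.209). Within 100 bp it was −3.31 points (two-sided Fisher's exact p = 0.0912). The SEP3 change from day 4 to day 8 was −0.723 points, and −1.06 points within 100 bp (two-sided Fisher's exact p = 0.0552 and 0.0355, unadjusted).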

Other observations

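The tests on the mitochondrial insertion and on the AP1 locus, and the genes named for coding exon peaks, were chosen only after the result was seen.

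The AP1 list of day 8 held 20 peaks on chromosome 2 between 3313236 and 3500985, where the nuclear genome carries a copy of mitochondrial DNA. None of the 20 overlapped a SEP3 peak of day 8 (0 of 20, against 98.1% of the other 1055 AP1 peaks), which argues against AP1 binding shared with SEP3. Their −log10 q was 1.76 times that of peaks of similar fold enrichment (one-sided permutation p = 0.0001, the smallest possible, BH-adjusted p = 0.00015). High q at low fold enrichment is what many reads in both ChIP and control would give, so a candidate explanation is reads of mitochondrial origin placed on the nuclear copy. However, the authors state that they removed reads placed on organelle chromosomes or on more than 1 location. Each of the 20 peaks matched the mitochondrial genome along its whole length. As stated, the filter should have removed such reads, which speaks against the candidate explanation. The source of the reads at these peaks was not tested. The SEP3 day 2 list also held 1 peak in the insertion (3460415 to 3460483). No biological explanation other than binding shared with SEP3 was tested.

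At the AP1 gene the −log10 q was 2.26 times that of peaks of similar fold enrichment in the same list, with list medians of 2.19 to 2.59 for AP1 and 1.91 to 2.26 for SEP3. In the 20 other named genes with at least 6 peaks the median ratio was 1.01 and the highest 1.18 (AIL6), so a property of every region with several peaks does not account for it. Single peaks of other named genes reached ratios as high, up to 2.37 (GRF5). The ratio at AP1 was high in every list, with a lowest list median of 1.91. Among 362 genes with peaks in all 6 lists only the adjacent AT1G69130 had a lowest list median as high, and it ranked above AP1. The highest value was 1.41 once genes close to AP1 on the chromosome were left out. Extra copies of AP1 sequence in the inducible line may raise ChIP and control reads alike. Copy number was not measured here.

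Coding exons held 12.9% of SEP3 summits at day 2, against 4.11% at day 4 and 3.57% at day 8. Weak peaks do not account for it: among day 2 peaks with −log10 q of at least 10 the share was 11.7% (two-sided Fisher's exact p = 3.68e-15 against day 4, BH-adjusted p = 1.66e-14). Only 0.873% of the 229 coding exon summits had a CArG box, against 8.02% of the other summits (two-sided Fisher's exact p = 5.78e-06, BH-adjusted p = 1.3e-05 over 9 tests). They overlapped a SEP3 day 4 peak in 70.3%, against 93.7% of the others (two-sided Fisher's exact p = 2.4e-22, BH-adjusted p = 2.88e-21 over 12 tests). Coding exon summits of AP1 at days 2 and 8 also overlapped less often than the other AP1 summits, with 25.7% against 87.9% for day 2 in day 4 (two-sided Fisher's exact p = 2.27e-15, BH-adjusted p = 9.08e-15) and 6.56% against 61.8% for day 8 in day 4 (two-sided Fisher's exact p = 1.09e-18, BH-adjusted p = 6.54e-18), so low overlap is not particular to SEP3 day 2. For AP1 day 4 in day 8 the shares were 55.6% and 66.2%. They did not differ, with only 9 coding exon summits (two-sided Fisher's exact p = 0.497, BH-adjusted p = 0.596). None of the 35 and 61 AP1 coding exon summits of days 2 and 8 had a CArG box, which at these numbers did not differ from the other summits after adjustment (two-sided Fisher's exact p = 0.16 and 0.0437, BH-adjusted p = 0.213 and 0.0749). At days 4 and 8 SEP3 coding exon summits had a CArG box in 3.91% and 5.38%, not distinguishable from the other summits. Background over transcribed gene bodies is a candidate explanation for the day 2 peaks. Genes with several such summits, chosen after their values were seen, were CIPK9 with 5, and ACA1, ADT4 and RRTF1 with 4 each. Expression was not analysed here, and the day 2 label conflict of these samples stays open.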
